A study of Danio rerio with 8 samples. Its data were reported in "Retention of paternal DNA methylome in the developing zebrafish germline" (2019).

How the data were processed

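Low-input RNA-seq libraries were made from zebrafish embryos at 7 and 24 hours post fertilisation (hpf). Primordial germ cells (PGCs), the embryonic precursors of eggs and sperm, had been separated from somatic cells by fluorescence-activated cell sorting of a transgenic line. The 8 libraries fell into 4 groups of 2 (PGC and soma at each stage), and each library's group and replicate number were read from its title. These libraries came from an extra sequencing lane that the study added for its splicing work.

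The authors trimmed adapters, aligned reads to danRer10 with STAR and quantified genes with RSEM, and deposited 3 gene tables. The authors' expected counts are RSEM's estimated counts per gene, fractional where reads are shared between genes. The authors' TPM values (length-normalised transcript abundance) divide counts by effective length and sum to the same total in each library. The deposited effective lengths are in bases: transcript length less the fragment length, averaged over a gene's isoforms by their abundance. Whether earlier lanes of the same libraries were merged into the tables is not stated, nor is the use of strand in counting, so overlapping and antisense genes are uncertain. Replicates were not pooled, and every sample column was matched to a library by name.

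Expected counts were rounded to whole numbers and analysed in R 4.3.3 with edgeR 4.0.16. Genes were kept with filterByExpr, scaled with TMM and tested with the quasi-likelihood test in a single fit of all 8 libraries with 4 group means. A gene passed the threshold with a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change of at least 1.5, as in the study's methods. The contrasts were PGC against soma at each stage, 24 against 7 hpf in each cell type, and the cell type by stage interaction. Variance was split per gene on log2 CPM (prior count of 2) into stage, cell type, interaction and residual. The standard error of a log2 fold change is its size divided by the root of the quasi-likelihood F statistic.

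Effective length served as a gene-level readout of isoform usage. Each library's common shift in bases was removed (the median difference from the first PGC 7 hpf library, which was 16 bases in the other PGC 7 hpf library and -22.1 bases in the first soma 7 hpf library). Genes with at least 20 expected counts in every library and a length that varied by more than 1 base were tested on the log2 scale with limma 3.58.1, with a trend. A gene passed with an adjusted p under 0.05 and an absolute log2 change of at least 0.2. The alternative rule without a test asked for a mean change of at least 0.2 and at least 0.07 in the same direction in both same-numbered pairs.

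The tests were checked on simulated data. With 200 of 19885 simulated genes changed by a log2 fold of 3, the expression test called 66.5% of them, and 3.6% of its calls were unchanged genes. With 200 of 5866 simulated lengths changed by 1 on the log2 scale, the length test called 75.5%, and 3.8% of its calls were unchanged genes. The real length calls between PGCs and soma at 24 hpf reached only 0.37, so recovery of such changes was not simulated.

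Groups, designs and alternatives were fixed before the data were examined. The alternatives were RLE size factors, DESeq2 1.42.0, edgeR's exact test or quasi-likelihood fit on a contrast's 4 libraries, other count filters, a replicate block, length offsets, limma on TPM, other thresholds and leaving out each library. Replicate numbers come from the titles. The replicate block was a single term shared by all 8 libraries, so it does not model a pairing of PGCs and soma within a stage. Whether same-numbered libraries deviate together was checked by correlating the replicate 1 less replicate 2 differences of pairs of groups. TMM scaling of TPM and a minimum effective length of 500 bases were chosen after seeing the data.

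The tables identify genes by Ensembl ID and do not pair the IDs with names. The reference gene table used here (GRCz12tu) held no Ensembl IDs, so 0 of the 34381 IDs could be matched. The study's supplementary enrichment lists pair some IDs with names and were not used here. The lists of named genes planned beforehand (germline markers, conserved PGC regulators, DNA methylation enzymes, promoter 5mC targets and somatic markers) were therefore not analysed here. The rule for naming genes took, per contrast, the 5 largest rises and falls past the threshold among genes whose libraries did not overlap between the groups, with at most 2 risen and 2 fallen IDs printed. Those 4 were picked from that list after its values were seen. Their coordinates were not analysed here.

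Library totals ranged from 6997561 to 21073240 expected counts. A floor of 3 counts corresponded to between 0.142 and 0.429 CPM, the count scaled by library size. Such floors cover counting error only, since PCR copies are not independent molecules. With 2 libraries per group, leaving out a library leaves no replicate in an arm, and those fits are given without a test.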

Results

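RNA-seq profiles of sorted zebrafish PGCs and somatic cells were compared at 7 hpf (gastrula) and 24 hpf (pharyngula), with 2 libraries per group and 8 in all. The libraries held 10221289 and 6997561 expected counts in PGCs at 7 hpf, and 21073240 and 20702515 in PGCs at 24 hpf. The soma libraries held 13533554 and 10425254 at 7 hpf and 15633974 and 19295377 at 24 hpf. The 20 most abundant genes of each library took 9.5% ± 1.3 of the counts at 7 hpf (SD, n = 4 libraries) and 40.8% ± 3.8 at 24 hpf (SD, n = 4). The gene with the most counts overall took 1.22% ± 0.32 at 7 hpf and 19% ± 1.2 at 24 hpf (SD, n = 4 each). Outside the 20 most abundant genes the 24 hpf libraries held 10049715 to 12564675 counts, and the 7 hpf libraries 6424205 to 12203740. Of 34381 genes, 19885 passed the count filter.

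The first question was how similar the libraries were. Across 13113 genes with a mean of at least 50 counts, the Spearman correlation between replicates was 0.945 in PGCs at both stages, 0.945 in soma at 7 hpf and 0.910 in soma at 24 hpf. These correlations are across genes, which are not independent replicates. At 7 hpf, PGC and soma libraries correlated at 0.868 to 0.888, below the replicates. At 24 hpf, they correlated at 0.880 to 0.946, which overlaps the range of the replicates. Soma replicate 2 at 24 hpf correlated more closely with PGC replicates 1 (0.941) and 2 (0.946) than with the other soma library. Replicate counts differed by more than sampling noise in every group, with a chi-square per degree of freedom of 47.9 to 155, so no library was counted as a copy of another.

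Stage separated the libraries more than cell type did. Of the summed variance in log2 CPM, 70.4% lay between stages, 7.9% between PGCs and soma, 6% in their interaction and 15.6% in the residual. Each of the first 3 terms would hold 14.3% in data without structure, and the residual 57.1%. The alternative that moved this most was the 1000 most variable genes, with 92.2% between stages.

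**Figure D1:**
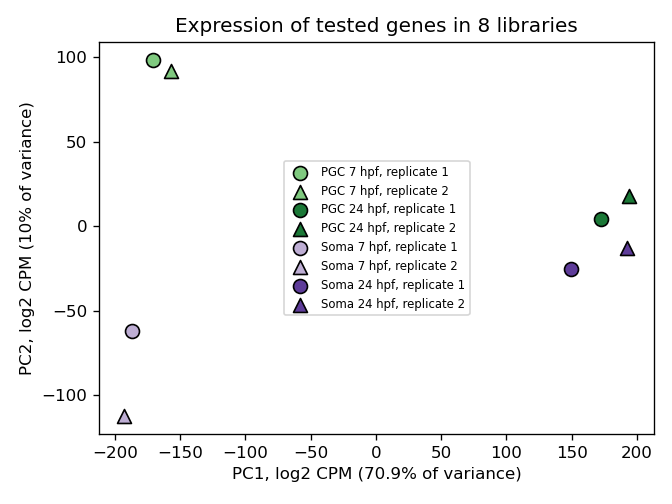
Principal components of log2 CPM over 19885 genes, with PC1 (70.9% of variance) on the x axis, PC2 (10%) on the y axis, and 1 point per library (circles replicate 1, triangles replicate 2). The libraries separate by stage along PC1, and along PC2 the PGC 7 hpf libraries (91.8 and 98.2) lie apart from the soma 7 hpf libraries (-62 and -112.3), while the 24 hpf libraries lie between -25.5 and 18.1.

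To ask which genes distinguish PGCs from soma, expression was compared at each stage. At 7 hpf, 1081 genes passed the threshold, 717 higher in PGCs and 364 lower. That split depended on the fold-change cutoff: without a minimum fold change there were 799 higher and 848 lower genes, and at an unadjusted p under 0.05 there were 2686 and 2624. With the replicate number as a block the count was 952, where the replicate differences of PGCs and soma correlated at 0.077 across genes. At 24 hpf, 6 genes passed, each higher in PGCs, and 0 were lower. At an unadjusted p under 0.05 there were 391 higher and 210 lower. With the replicate block the count was 5, and the replicate differences at this stage correlated at 0.199. That block was common to both stages, so a pairing within 24 hpf was not accounted for. The 7 hpf count was 2244 without a count filter and 2227 with DESeq2, and in proportion it moved most in a test against a minimum fold change (glmTreat), with 34 genes. The 24 hpf count rose to 158 with edgeR's exact test. The standard deviation of log2 fold changes over all tested genes was 2.04 at 7 hpf and 1.19 at 24 hpf.

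**Figure D2:**
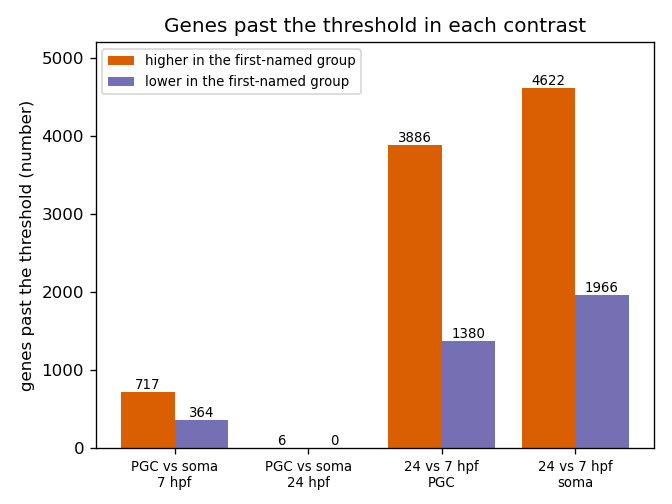
Number of genes past the threshold in each contrast (y axis, from 0), with orange bars for genes higher and purple bars for genes lower in the first-named group, from single fits without error bars. PGCs against soma gave 717 and 364 genes at 7 hpf and 6 and 0 at 24 hpf, while 24 against 7 hpf gave 3886 and 1380 in PGCs and 4622 and 1966 in soma.

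The study asked for genes enriched in PGCs at consecutive stages. Of the 6 genes higher in PGCs at 24 hpf, 5 were also higher at 7 hpf (Fisher's exact test, one-sided, p = 3.5e-07). With the replicate block, 5 genes were higher at both stages. These 5 had log2 fold changes of 4.86 to 10.54 at 7 hpf and 6 to 8.03 at 24 hpf, with adjusted p of 0.00285 to 0.0436 at 24 hpf (edgeR quasi-likelihood test). The transcripts of all 5 fell in PGCs between the stages, by log2 changes of -3.79 to -2.79. Soma RNA in the PGC libraries at 24 hpf was not excluded and would also lower them, so loss within PGCs is not established. The other gene had a log2 fold change of 3.65 at 24 hpf and -0.29 at 7 hpf (adjusted p = 0.634, edgeR).

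ENSDARG00000040510 had the largest rise at 24 hpf. It measured 319 ± 135 CPM in PGCs at 7 hpf and 37.5 ± 18.1 at 24 hpf (SD, n = 2 each). Its soma libraries held 4 and 1 counts at 7 hpf and 1 and 3 counts at 24 hpf, so at 24 hpf it was at least 186-fold higher in PGCs. Its adjusted p was 0.000881 at 7 hpf and 0.00676 at 24 hpf (edgeR). ENSDARG00000011583 had the largest rise at 7 hpf, 18.5 ± 12.2 CPM in PGCs (SD, n = 2) and 0 counts in both soma libraries, at least 73.3-fold higher (adjusted p = 0.0145, edgeR). At 24 hpf its log2 fold change was 0.80 ± 0.71 (SE, adjusted p = 1, edgeR). ENSDARG00000096271 had the largest fall at 7 hpf, with 0 counts in both PGC libraries and 2.86 ± 0.441 CPM in soma (SD, n = 2), at least 10.8-fold lower in PGCs (adjusted p = 0.029, edgeR). Some of its expected counts were fractional, so it shares reads with other genes and is uncertain.

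Development from 7 to 24 hpf was then compared within each cell type. In PGCs, 5266 genes passed the threshold, 3886 higher and 1380 lower at 24 hpf. In soma, 6588 passed, 4622 higher and 1966 lower. With the replicate block the counts were 4886 and 6102, and replicate differences of the stages correlated at 0.043 in PGCs and -0.009 in soma. The median log2 fold change of all tested genes was 0.36 in PGCs and 0.46 in soma. The split moved most with limma on TPM without TMM scaling, which tested 13460 genes. In PGCs, log2(TPM + 0.1) gave 1987 higher and 3016 lower genes, with a median change of the tested genes of -0.67. In soma, log2(TPM + 1) gave 2132 higher and 1794 lower genes, with a median change of -0.09. Among the genes higher at 24 hpf, 2998 were shared by both cell types, 77.1% of those in PGCs and 64.9% of those in soma. Among the lower genes, 802 were shared. The log2 changes in PGCs and soma correlated across genes at Pearson's r of 0.782 and Spearman's rho of 0.769, and genes are not independent replicates.

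Whether the developmental change differed between PGCs and soma was tested by the interaction. A single gene passed, ENSDARG00000043963, with an interaction log2 change of -5.80 ± 0.32 (SE, adjusted p = 0.000442, edgeR). It measured 4230 ± 369 CPM in PGCs and 49.1 ± 3.69 in soma at 7 hpf, and 39.4 ± 3.83 in PGCs and 25.5 ± 0.789 in soma at 24 hpf (SD, n = 2 each). At an unadjusted p under 0.05, 1414 genes had a positive and 1580 a negative interaction. With the replicate block 1 gene passed. DESeq2 gave 785 genes, 232 positive and 553 negative. The fit without a count filter gave 986, 364 positive and 622 negative.

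The extra sequencing was made for splicing, and gene effective length was compared as a gene-level measure of isoform usage. Of 9452 genes with at least 20 expected counts in every library, 5866 varied in length, with a median of 1938 bases. PGC and soma differed in 0 genes at 7 hpf (556 at an unadjusted p under 0.05, smallest adjusted p 0.0788 with limma) and in 4 at 24 hpf, 2 longer and 2 shorter. Between stages, 3 genes changed in PGCs and 3 in soma. Of these, 1 was shared and changed in the same direction (Fisher's exact test, one-sided, p = 0.00153). With the replicate block 0 genes passed in each of the 4 contrasts, and the replicate differences correlated at -0.053 to 0.073. The alternative that moved these counts most was a rule on the mean change and its direction in both pairs without a test, with 557 to 829 genes per contrast. Of the variance in effective length, 19.5% lay between stages, 14% between cell types, 12.9% in the interaction and 53.6% in the residual. The residual share was close to the 57.1% of data without structure.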

Values the study reported

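The study estimated the purity of its sorted PGCs at above 97%. It reported 47 genes enriched in PGCs in at least 2 consecutive stages, from a series of 4 stages. Its splicing work found 498 exons used at different levels between cell types or between stages, counted over all its comparisons.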

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

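The tests in this part were chosen after the results were seen, except the count of opposite genes near the floor.

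ENSDARG00000043963 fell further between 7 and 24 hpf in PGCs than in soma, with an interaction log2 change of -5.80 (edgeR adjusted p = 0.000442). It stood out because the difference between cell types was itself tested. Its log2 change was -6.75 in PGCs and -0.95 in soma. Shared reads were weighed first: its expected counts were whole in 8 of 8 libraries, as for 87.9% of tested genes in all libraries, so no fractional assignment was visible. Scaling and test choice did not remove it, since the interaction ran from -5.70 to -6.29 over 12 alternatives, with adjusted p from 2.55e-59 to 0.00309. A dilution of PGC RNA at 24 hpf common to all genes was limited by ENSDARG00000040510, which fell by 3.09 in the same libraries. Overlapping genes and the use of strand were not tested, so the pattern cannot be told apart from those. A candidate explanation is a transcript present in PGCs at 7 hpf and mostly lost from them by 24 hpf, which is a hypothesis.

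Between the stages, 8 genes passed the threshold in opposite directions in PGCs and soma, each lower in PGCs and higher in soma at 24 hpf. In the interaction test 0 of them passed (smallest edgeR adjusted p 0.0845), although 8 had an unadjusted p under 0.05. The difference between cell types therefore fails the correction. Counts near the floor were weighed: 0 of the 8 genes had a group with all libraries at or under 3 counts. Reads from overlapping genes were not tested, and the pattern cannot be told apart from them.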

How the results depend on the processing

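The cause of each change below was not tested unless a value is given for it. Over all expression alternatives, 24 against 7 hpf gave more genes than PGC against soma at the same settings. Of the log2 changes of the 4 printed genes under alternatives, 184 kept their side of the threshold, 6 became stronger and 3 weaker.

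PGC against soma at 7 hpf (1081 genes) gave 2227 genes with DESeq2, 2244 without a count filter, 400 with the quasi-likelihood fit on 4 libraries, 1647 without a minimum fold change (799 higher and 848 lower in PGCs) and 34 with glmTreat. On TPM it gave 659 genes (pseudocount 1), 469 (pseudocount 0.1) and 711 (TMM-scaled TPM, chosen after seeing the data). At 24 hpf (6 genes), DESeq2 gave 78, the exact test 158, the fit on 4 libraries 1, no filter 103, glmTreat 3, and the TPM settings 24, 17 and 21. The same 6 genes were among those of DESeq2, the exact test and the fit without a filter. By direction, the exact test gave 83 higher and 75 lower genes in PGCs at 24 hpf, DESeq2 49 and 29, and no filter 63 and 40. On TPM the split was 11 higher and 13 lower (pseudocount 1), 15 and 2 (pseudocount 0.1), and 10 and 11 (TMM-scaled). Higher genes were 66.3% of the calls at 7 hpf and 82.4% under log2(TPM + 1).

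Genes higher in PGCs at both stages (5) numbered 3 with RLE, 24 with DESeq2, 21 with the exact test, 1 with the fit on 4 libraries, 29 without a filter, 3 with a mean of at least 50 counts, 10, 14 and 9 with the TPM settings (pseudocount 1, pseudocount 0.1, TMM-scaled), and 3 with glmTreat. The interaction (1 gene) gave 785 with DESeq2, 986 without a filter, and 45, 21 and 12 with the TPM settings.

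The stage contrasts moved less. Soma gave 3926 genes with log2(TPM + 1), and TMM-scaled TPM gave 3166 genes in PGCs and 3550 in soma. RLE moved the median log2 change of all genes to 0.41 in PGCs and 0.54 in soma. With a mean of at least 50 counts it was 0.05 in PGCs and 0.27 in soma, and without a filter 0.48 and 0.3. Under log2(TPM + 1) it covered 13460 genes and was -0.53 in PGCs and -0.09 in soma. In PGCs the higher genes were 73.8% of calls with counts, 39.9% with log2(TPM + 1) and 73.7% after TMM scaling of TPM. In soma they were 70.2%, 54.3% and 68.2%.

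With the replicate block, 7 hpf gave 952 genes, 24 hpf 5, PGC stages 4886 and soma stages 6102.

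Leaving out each library in turn, with no test, 944 to 1029 of the 1081 genes at 7 hpf kept their direction and fold change. So did 5033 to 5139 of the 5266 genes between PGC stages, 6140 to 6450 of the 6588 between soma stages, and 6 of 6 at 24 hpf. Those genes were chosen with the library included, so this shows no stability.

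The share of expression variance between stages was 92.2% in the 1000 most variable genes and 78.8% with a mean of at least 50 counts. The share between cell types was 2% in the 1000 most variable genes.

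For effective length, PGC against soma at 24 hpf (4 genes) gave 0 genes without a shift correction, 0 with a median ratio removed, 0 with the replicate block, 0 with a cutoff of 0.5 and 1 with at least 100 counts. At 7 hpf (0 genes), at least 100 counts gave 1. The stage contrasts (3 genes each) gave 1 each without correction, 0 each with the replicate block and 1 each with a cutoff of 0.5, and the shared gene was lost (0) with the block. The rule without a test gave 746 genes at 7 hpf, 557 at 24 hpf, 829 between PGC stages, 757 between soma stages and 257 shared. A minimum effective length of 500 bases, chosen after seeing the data, left each count as it was.

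The planned tests of germline markers and of the 68 promoter 5mC targets, with their alternatives, were not run, because 0 listed genes were matched to an ID.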

Other observations

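The tests in this part were chosen after the results were seen, except those of replicate noise in effective length, and the thinning and 100-gene tests of soma replicate 2 at 24 hpf.

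PGCs and soma differed past the threshold in 1081 genes at 7 hpf and in 6 at 24 hpf. Within a stage, cell type held 50.9% of the variance in log2 CPM at 7 hpf and 40.2% at 24 hpf. Data without structure would give 33.3%. By this share, which uses no threshold, the stages were closer than by the numbers of genes. In total counts the 24 hpf libraries were the deeper ones. Outside the 20 most abundant genes this did not hold for soma, with 10049715 and 10731617 counts at 24 hpf and 12203740 and 9258596 at 7 hpf. With every library thinned to 6424205 counts outside its 20 most abundant genes, 1111 genes passed at 7 hpf and 5 at 24 hpf, so unequal depth did not account for the difference between the stages. Leaving the 20 most abundant genes out of the scaling gave 5 genes at 24 hpf. The spread of log2 differences between replicates was smaller at 24 hpf. The median absolute log2 difference between replicates at 24 hpf was at most 0.81 times that at 7 hpf. The SD of those differences was 0.91 against 1.28 in PGCs and 1.17 against 1.32 in soma, and in the 13113 genes with a mean of at least 50 counts 0.64 against 1.02 and 0.89 against 1.13. The rank correlation of soma replicates went the other way (0.910 at 24 hpf, 0.945 at 7 hpf). RNA of one cell type in the libraries of the other was tested by choosing the 100 genes lowest in PGCs in one replicate and reading them in the other. At 24 hpf, genes chosen in replicate 1 had a median log2 ratio of -0.14 in replicate 2, and genes chosen in replicate 2 had -1.33 in replicate 1. At 7 hpf the values were -1.17 and -0.63. An exploratory run with another gene filter gave other medians at 24 hpf. Such values can arise from mixed libraries, from shared expression or from noise in the choice, so the low number at 24 hpf cannot be told apart from soma RNA in the PGC libraries. PGC RNA in the soma libraries was weighed with 1 gene, ENSDARG00000040510. Its level in soma at 24 hpf was 0.20% and 0.48% of its mean level in PGCs. For this gene, that argues against much PGC RNA there. Its 1 and 3 counts lie at or under the floor of 3 counts, so PGC RNA was not excluded. The difference between the stages was itself tested by the interaction, which 1 gene passed in edgeR's quasi-likelihood test and 785 passed in DESeq2.

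The soma replicates at 24 hpf correlated less with each other (0.910) than soma replicate 2 did with PGC replicates 1 (0.941) and 2 (0.946), and than soma replicate 1 did with PGC replicate 1 (0.921). Soma replicate 1 was the library farther from the rest: it correlated at 0.880 with PGC replicate 2, lay at 149.8 on the first principal component against 172.8 to 193.7 for the other 24 hpf libraries, and correlated more with the 7 hpf libraries (0.573 to 0.600) than soma replicate 2 did (0.486 to 0.508). Same-numbered PGC and soma libraries at this stage deviated together (0.199). With all libraries thinned to 6997535 counts, the lower of the correlations of soma replicate 2 with PGCs still exceeded the soma replicate correlation by 0.031 (0.936 against 0.905), so depth did not account for it. The 100 genes with the largest rise in PGCs at 7 hpf had a median log2 difference of 0.16 between soma replicates 2 and 1, against 0 for all tested genes. That is the direction PGC RNA in replicate 2 would give if these genes were also higher in PGCs at 24 hpf. They were chosen at 7 hpf, and only 6 genes passed as higher in PGCs at 24 hpf, so the value cannot decide. ENSDARG00000040510, with 954 and 408 counts in the PGC libraries, had 3 counts in soma replicate 2, or 0.48% of its mean PGC level. For this gene, that argues against much PGC RNA there. It is 1 gene at the floor of 3 counts, so PGC RNA in soma replicate 2 was not excluded. Why soma replicate 1 lies apart was not tested, and no biological explanation was tested.

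The direction of change in PGCs differed between counts with TMM scaling and TPM without it. Of genes past the threshold, 73.8% were higher at 24 hpf under counts and 39.9% under log2(TPM + 1). The TPM fits tested 13460 genes and the count fit 19885. Scaling the TPM columns by TMM returned the share to 73.7%. The gene with the largest TPM held 23.6% ± 7.2 of the TPM at 7 hpf and 9% ± 2.1 at 24 hpf (SD, n = 4 each). Its fall alone would raise the TPM of other genes at 24 hpf, so it is not the source. TMM scaling centres the changes of most genes, so the returned share follows from the scaling and does not identify the cause.

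The effective-length rule without a test passed 557 to 829 genes per contrast, where limma passed at most 4. The same rule applied to differences between replicates of the same group, in 12 combinations, passed 617 genes on average (512 to 728). Replicate spread is a candidate explanation for most of the genes that rule passes. Of 257 genes the rule passed between stages in both cell types, 178 (69.3%) changed in the same direction. If the calls were independent, 107 shared genes would arise. Genes with a large replicate spread can pass in both cell types, so the excess over 107 does not show shared changes. Given the same direction in 69.3%, a part of the stage changes may be shared between PGCs and soma, which is a hypothesis.

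The number of genes higher in PGCs at both stages here was 5. That is lower than the value quoted from the study above. The 2 are not like for like, since only the pair of 7 and 24 hpf was compared here. The study also described genes enriched in PGCs at every stage of its series, and these too outnumber the 5 found here. The choice of stages therefore does not account for the whole difference. The study added this extra sequencing for its splicing work, so its expression lists may rest on other data. The number here was 24 with DESeq2, 21 with the exact test and 29 without a count filter.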
